A study of Mus musculus with 3 samples. Its data were reported in "Loss of ARID3A perturbs intestinal epithelial proliferation–differentiation ratio and regeneration" (2024).

How the data were processed

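Single-cell RNA sequencing (scRNA-seq) was analysed in 3 libraries of mouse intestinal epithelium, 2 from mice lacking Arid3a in the intestinal epithelium (Arid3a cKO, in which tamoxifen switches on a Villin-driven Cre recombinase that removes the floxed gene) and 1 from a wild-type control (WT) that carries the same recombinase. Mice received tamoxifen when 8 to 10 weeks old and were harvested 1 month after the first dose. By the study's methods, crypts were prepared from the proximal jejunum after the villi had been scraped off. Crypts were isolated, dissociated and sorted for living cells positive for the epithelial protein Epcam and negative for CD45 and CD31, and libraries were made with the 10x Genomics 3′ kit, which tags each captured transcript with a unique molecular identifier (UMI) near its 3′ end. Groups were taken from the genotype given for each sample.

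The authors aligned and counted the reads with CellRanger 5.0, and the deposited matrices hold raw UMI counts per gene and cell barcode, after CellRanger's own selection of barcodes. The genome build of the counting step is not stated for these libraries. The features list has 51912 genes, of which 51633 (99.5%) have an identifier in the GENCODE M21 annotation of GRCm38. Coordinates given below come from that annotation and were matched by gene identifier. The Arid3a cKO matrices share 11 barcodes, and over 13198 genes with at least 100 UMIs in their sum a chi-square of 55.9 per gene separates them, so they were treated as separate samples.

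Cells were kept when at least 1000 genes were detected and at most 15% of UMIs came from mitochondrial genes, which are the study's limits. This left 5594 of 25554 barcodes (21.9%). Doublets were kept in the main analysis, as the study's methods name no doublet removal. Scrublet (in scanpy 1.11.5, seed 1) marked 43 of the kept cells (0.77%), from 1.45% in Arid3a cKO 1 to 0.26% in WT, so few that the removal of the 5% of cells with the highest doublet scores in each library was added as an alternative after the data were seen. Cells were integrated by canonical correlation analysis in Seurat 5.3.0 (R 4.3.3) with 3000 features, followed by principal component analysis on 2000 of them, 30 components and clustering at resolution 0.3. The 46 genes that were to be reported were left out of the clustering. It gave 11 clusters.

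Clusters were named from marker lists written in advance. Genes seen in at least 25% of a cluster's cells were ranked by fold over all other cells. A cluster took the class with the most markers among its top 50 genes if there were at least 3, otherwise the class with the largest share of markers at a fold of at least 1.5, again with at least 3 markers and no other class ahead among the top 10 genes. This scoring rule was set after the clusters had been seen. All 11 clusters were named, 5 of them enterocyte-like, and no cluster had more markers of another class than of its own among its top 10 genes. The tuft-like cluster had a median of 0.297 times the UMIs of its own libraries and kept its name because 8 tuft markers were among its top 10 genes. The smallest enterocyte-like cluster (59 cells) was led by interferon-response genes such as Ifit1 and Isg15.

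CPM values were computed from the deposited counts: UMIs were summed per library over the cells of a class, divided by the class's total UMIs and scaled to CPM, the usual fixed library size. A log2 ratio is that of CPM + 5 in a cKO library to CPM + 5 in WT, which understates the change of genes near or below 5 CPM. The value of a gene list is the median over its genes of the mean of both log2 ratios, and its percentile is taken among 10000 random lists of the same size matched on mean CPM. That percentile sets a list against other genes of the same libraries and does not cover the difference between mice. Genes regulated together can reach an extreme percentile through a shift in the WT mouse alone. A gene counted as separated when its mean was at least 20 CPM over the 3 libraries and its log2 ratio was at least 1 in size with the same sign in both cKO libraries. Up to 5 separated genes per direction and class were named, those with the largest smaller-of-both log2 ratio, and the genes of the fixed lists. The values of 1 of the 4 enterocyte marker genes are not reported here, though the medians of that list include it. Lyz1 and Mptx2 were to be reported only if each library had at least 20 Paneth-like cells, and Arid3a cKO 2 had 17. The rule for separated genes was tested on simulated libraries with 200 genes changed 4-fold, of which it recovered 80.5% in enterocytes (4851 genes) and 80.5% in ISC and TA cells (5603 genes), with 0 and 5 unchanged genes called. In addition, 100 sets of 3 unchanged libraries were simulated from the difference between the cKO libraries.

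Cell cycle phases were assigned with the CellCycleScoring function of Seurat, from 43 S phase genes and 52 of 54 G2M genes matched by symbol. The phases of ISC and TA cells were scored after each cell had been thinned at random to 24000 UMIs, the largest multiple of 500 at or below the 20th percentile of the cells compared, which left out 157 of 679 cells in Arid3a cKO 1, 51 of 481 in Arid3a cKO 2 and 142 of 616 in WT. For the order along the lineage, ISC-, TA- and enterocyte-like cells were arranged by distance in a diffusion map computed in double precision (30 neighbours, 10 diffusion components) from a stem-like root chosen among the 50 stem-like cells with the largest share of stem markers, and cut into 5 bins of equal size. The position of a gene is its mean bin weighted by its CPM per bin. This map replaced scanpy's diffusion pseudotime after values had been seen, so that the order repeats exactly on recomputation. Values under scanpy's order are not given here.

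The series text describes 2 replicates per condition, and 1 WT library is analysed here, so the WT values here and those of the study need not come from the same cells. With 1 WT library the spread among WT mice cannot be estimated, so the groups were not tested and no p-value is given. Each library's value carries an exact 95% interval (Poisson for summed UMIs, Clopper-Pearson for shares), which covers counting error only and not the difference between mice. The WT value is set against both cKO values and the gap between them. If the 3 libraries were exchangeable, WT would lie outside the pair of cKO values in 66.7% of cases, and on 1 given side of it in 33.3%.

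Alternatives fixed beforehand were: leaving out each cKO library, cells with at least 500 genes and at most 25% mitochondrial UMIs, removal of Scrublet's doublets, resolution 0.8, no integration, clustering with the reported genes, unthinned cells or all epithelial cells for the phases, a pseudocount of 1 CPM, TMM scaling with edgeR 4.0.16, no CPM filter, a log2 ratio of 0.5, equally weighted clusters, and 10 bins.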

Results

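scRNA-seq of sorted intestinal epithelial cells was available from 2 Arid3a cKO libraries and 1 WT library. The matrices held 6845 barcodes and 105912207 UMIs in Arid3a cKO 1, 6893 barcodes and 94614297 UMIs in Arid3a cKO 2, and 11816 barcodes and 129243053 UMIs in WT. Much of each library was removed by the limit on mitochondrial UMIs, which 66.4%, 75.6% and 79.2% of barcodes exceeded, in that order. The cells kept were 2134, 1550 and 1910, with a median of 31391.5, 35764 and 29895 UMIs per cell. All intervals below are 95% intervals and cover counting error only.

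To check the genotypes, Arid3a itself was examined first (ENSMUSG00000019564, chromosome 10, 79927043 to 79955018 on the plus strand of GRCm38, protein-coding). Over all epithelial cells there were 42 Arid3a UMIs in Arid3a cKO 1 (0.592 CPM, 0.427 to 0.80), 52 in Arid3a cKO 2 (0.894 CPM, 0.668 to 1.17) and 161 in WT (2.57 CPM, 2.19 to 2.997). Both cKO libraries lay below WT, with intervals that did not overlap that of WT, and the gap between the cKO libraries was smaller than the distance of either to WT. The mean log2 ratio was -0.40 at a pseudocount of 5 CPM and -1.04 at 1 CPM, the alternative that moved it most, since the gene lies below the pseudocount. Enterocytes had 19, 32 and 64 Arid3a UMIs (0.505, 1.10 and 2.19 CPM, in the order Arid3a cKO 1, Arid3a cKO 2, WT). Enteroendocrine-like cells had 4, 5 and 32 UMIs, and the WT level there, 21.6 CPM (14.7 to 30.4), was the highest of the classes, though its interval overlapped that of tuft-like cells (18.9 CPM, 8.65 to 35.9, from 9 UMIs). In TA cells, 3, 2 and 8 UMIs were too few to separate the libraries. No Arid3a UMI was found in Paneth-like cells of any library, against an upper limit of 1.13 CPM in WT. Transcripts are counted near their 3′ end, and the level of the deleted part of the gene was not measured separately.

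To ask whether loss of Arid3a changes the balance of absorptive and secretory cells, the share of each class among named epithelial cells was compared. Villi had been scraped off first, so enterocyte-like cells here are those that remained. Their share cannot be separated from how completely each intestine was scraped. Enterocyte-like cells were 56.2% of cells in Arid3a cKO 1 (1200 of 2134, 54.1 to 58.4%), 54.97% in Arid3a cKO 2 (852 of 1550, 52.5 to 57.5%) and 50.7% in WT (968 of 1910, 48.4 to 52.9%). The mean of the cKO libraries was 4.92 percentage points above WT, and the cKO libraries differed from each other by less than either differed from WT. The interval of Arid3a cKO 2 overlapped that of WT. This difference depended on the mitochondrial limit: with cells of up to 25% mitochondrial UMIs and at least 500 genes it was 0.305 points, with Arid3a cKO 1 at -1.72 points and Arid3a cKO 2 at 2.33 points relative to WT. Secretory cells (goblet-, Paneth-, enteroendocrine- and tuft-like) were 11.9% in Arid3a cKO 1 (10.6 to 13.4%), 14.0% in Arid3a cKO 2 (12.3 to 15.8%) and 17.1% in WT (15.4 to 18.8%), a mean difference of -4.09 points that shrank to -1.43 points with the same wider limit.

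The secretory classes did not move together. Enteroendocrine-like cells were 2.16% in Arid3a cKO 1 (46 cells, 1.58 to 2.87%), 2.71% in Arid3a cKO 2 (42 cells, 1.96 to 3.65%) and 4.55% in WT (87 cells, 3.66 to 5.59%), and the WT interval lay above both others. Goblet-like cells were 6.37%, 8.90% and 8.85% in the same order, so WT lay between the cKO libraries. Paneth-like cells were 1.59%, 1.10% and 1.52%, again with WT between them. Tuft-like cells, at 1.83%, 1.29% and 2.15%, had overlapping intervals. Stem-like (ISC) cells were 20.6% in Arid3a cKO 1, 17.6% in Arid3a cKO 2 and 19.1% in WT, and TA-like cells 11.2%, 13.4% and 13.1%. For both of these classes WT lay between the cKO libraries.

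**Figure D1:**
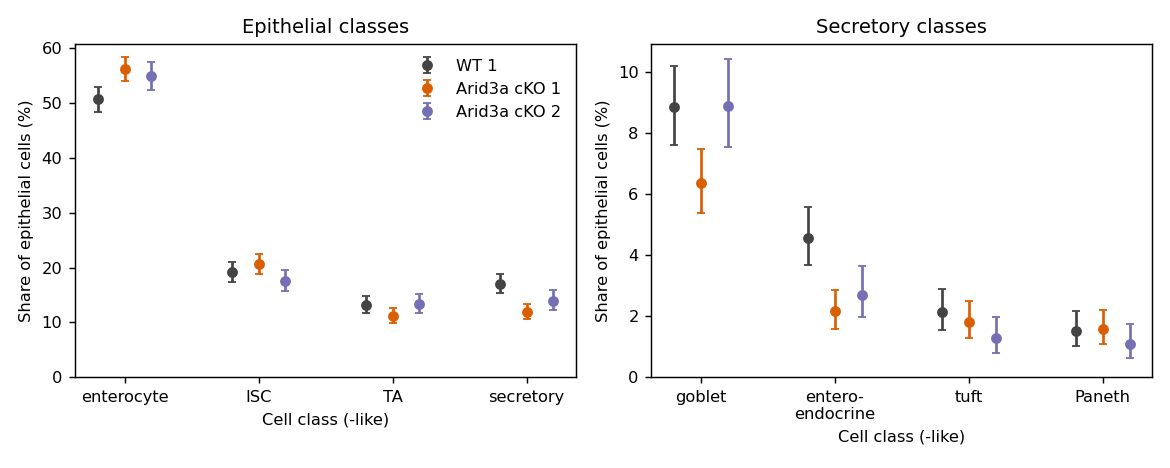
Share of epithelial cells in each class (y axis, percent) for WT and the 2 Arid3a cKO libraries, with exact 95% counting intervals; secretory cells are the sum of the 4 classes on the right. Enterocyte-like cells were 50.7% in WT against 56.2% and 54.97%, and enteroendocrine-like cells 4.55% against 2.16% and 2.71%.

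Proliferation was examined in ISC and TA cells through cell cycle phases. After thinning, 43.1% of the cells of Arid3a cKO 1 (225 of 522, 38.8 to 47.5%) and 41.4% of those of Arid3a cKO 2 (178 of 430, 36.7 to 46.2%) were assigned to G1, against 30.2% in WT (143 of 474, 26.1 to 34.5%). The WT interval lay below both others, and the mean difference of 12.1 points was larger than the gap between the cKO libraries. S phase took 21.8% (18.4 to 25.6%) and 22.6% (18.7 to 26.8%) of cKO cells and 31.2% (27.1 to 35.6%) of WT cells. G2M took 35.1%, 36.0% and 38.6%, with overlapping intervals, and without thinning WT lay between the cKO libraries. Without thinning, G1 shares were 48.3%, 42.2% and 37.8%, the mean difference was 7.43 points, and the interval of Arid3a cKO 2 overlapped that of WT. The difference was smallest, at 3.53 points, when all epithelial cells were scored. Thinning left out 157 of 679 cells in Arid3a cKO 1, 51 of 481 in Arid3a cKO 2 and 142 of 616 in WT. Without thinning the cKO libraries lay further apart in G1. The exclusion of these cells and the levelling of depth were not tested apart. The size of the G1 difference and the closeness of the cKO libraries may therefore depend partly on which cells were left out.

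The transcripts of the proliferation markers Mki67, Pcna and Ccna2 differed little. Mki67 was at 236 CPM in Arid3a cKO 1, 224 CPM in Arid3a cKO 2 and 266 CPM in WT, with log2 ratios of -0.17 and -0.24. Pcna had log2 ratios of -0.12 and -0.07. Ccna2, at -0.03 and 0.13, had WT between the cKO libraries. The median over the 3 genes was -0.09, at percentile 8.23 of matched random lists.

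**Figure D2:**
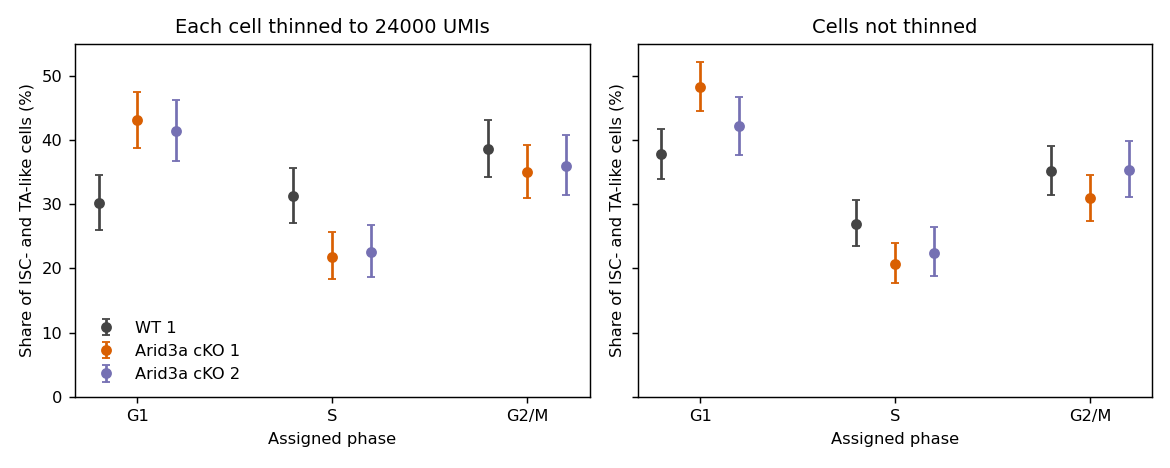
Share of ISC- and TA-like cells assigned to each cell cycle phase (y axis, percent), with cells thinned to 24000 UMIs (left) and not thinned (right), as points per library with exact 95% counting intervals. The G1 share of WT, 30.2% after thinning, was below both cKO libraries in either panel.

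Enterocyte differentiation was examined through genes named in the study. Among the 4 enterocyte marker genes, S100g (ENSMUSG00000040808, chromosome X, 162961992 to 162964599, minus strand) was at 1874 CPM in Arid3a cKO 1, 2572 CPM in Arid3a cKO 2 and 1012 CPM in WT, with log2 ratios of 0.89 and 1.34. Muc3 was at 186, 188 and 119 CPM, with log2 ratios of 0.62 and 0.63. For Ms4a18 WT lay between the cKO libraries (0.10 and -0.12). The median over the 4 genes was 0.31, at percentile 99.8 of matched random lists, and it was 0.53 when the enterocyte clusters were weighted equally. It rests on S100g and Muc3.

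Genes of 3 villus zones and of the HNF group were then compared in enterocytes. These enterocytes are the ones left after the villi had been scraped off. The median of the lower villus list was -0.12, at percentile 0.45, but its genes moved apart, and with the wider mitochondrial limit it was -0.02. Reg3b was at 1969, 1268 and 4511 CPM in Arid3a cKO 1, Arid3a cKO 2 and WT, and Reg3g at 980, 882 and 2787 CPM, with log2 ratios of -1.19 and -1.83 for Reg3b and of -1.50 and -1.65 for Reg3g. These neighbours on chromosome 6 are similar in sequence, and reads could be split between them. Gpx2 was also lower, at log2 ratios of -0.70 and -0.75, while Reg1 was higher, at 0.42 and 0.48. Of the 9 genes, 6 were lower and 3 higher in both cKO libraries. The mid villus list had a median of -0.09 (5 of 9 genes lower and 3 higher in both), from -0.05 for Arid3a cKO 1 alone to -0.13 for Arid3a cKO 2 alone. The villus tip list had a median of 0.08 that changed sign with the library: it was -0.06 for Arid3a cKO 1 alone and 0.13 for Arid3a cKO 2 alone. With the wider mitochondrial limit the median was -0.24. In that list Ada was at 31.5 CPM in Arid3a cKO 2 against 2.87 CPM in Arid3a cKO 1 and 4.47 CPM in WT, so its rise was confined to 1 library. The HNF list had a median of 0.00, with 3 genes lower and 3 higher in both libraries, and its sign changed between alternatives. Hnf4a had log2 ratios of -0.30 and -0.34, and Slc30a10 of 0.61 and 0.57.

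**Figure D3:**
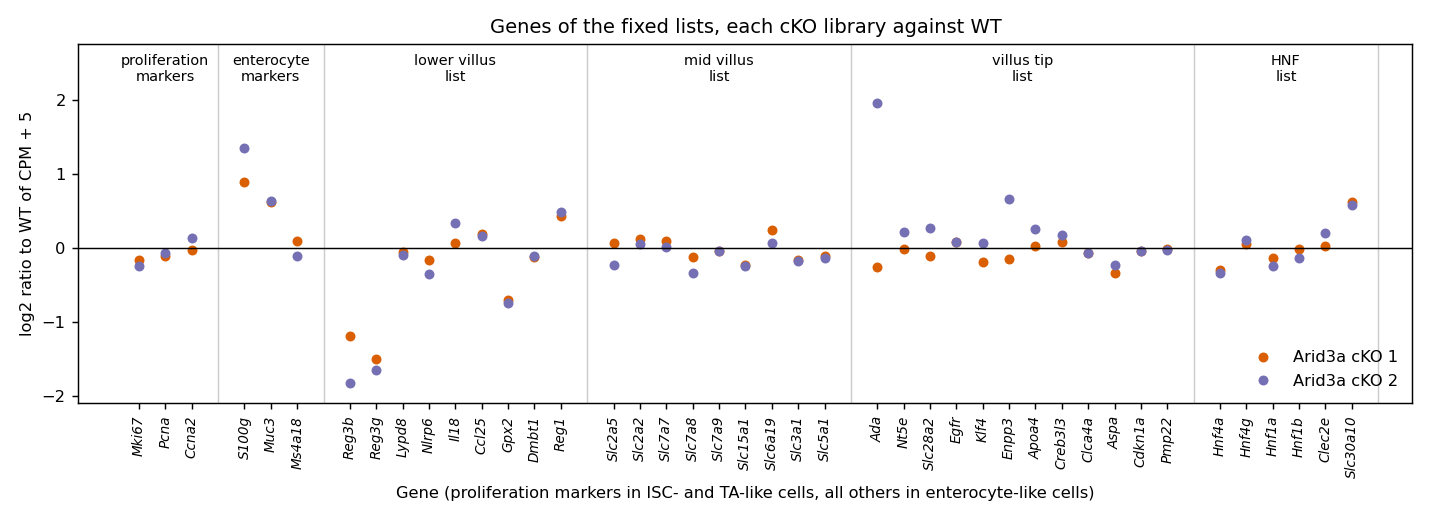
Log2 ratio to WT of CPM + 5 (y axis) for the genes of the fixed lists (x axis), 1 point per cKO library, in ISC- and TA-like cells for the proliferation markers and in enterocyte-like cells for all others. Reg3b and Reg3g lie lowest, at -1.19 to -1.83, and Ada is high in Arid3a cKO 2 only.

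To ask whether enterocyte genes are expressed at another stage of the lineage, their mean bin was compared along the order from ISC to enterocyte. Muc3 had a mean bin of 3.97 in Arid3a cKO 1, 4.02 in Arid3a cKO 2 and 3.62 in WT. S100g had 4.13, 4.18 and 4.01. Both mean bins thus lay later in the cKO libraries. A mean bin depends on the gene's spread over the bins and not on its level. It therefore does not address the study's statement of raised expression at earlier pseudotime. For Ms4a18 (3.39, 3.33 and 3.34) WT lay between the cKO libraries. The median difference over the 4 genes was 0.081 of 5 bins, and 0.123 when 10 bins were used. S100g was higher in the cKO libraries in every bin, from 160 and 205 CPM against 91.3 CPM in the first to 2919 and 3714 CPM against 1152 CPM in the last. Muc3 was close in the first 3 bins and rose to 241 and 269 CPM in the last, against 97.47 CPM in WT. From bin 4 to the last, both genes fell in WT and rose in both cKO libraries. In WT, S100g went from 1320 to 1152 CPM there and Muc3 from 149 to 97.47 CPM.

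**Figure D4:**
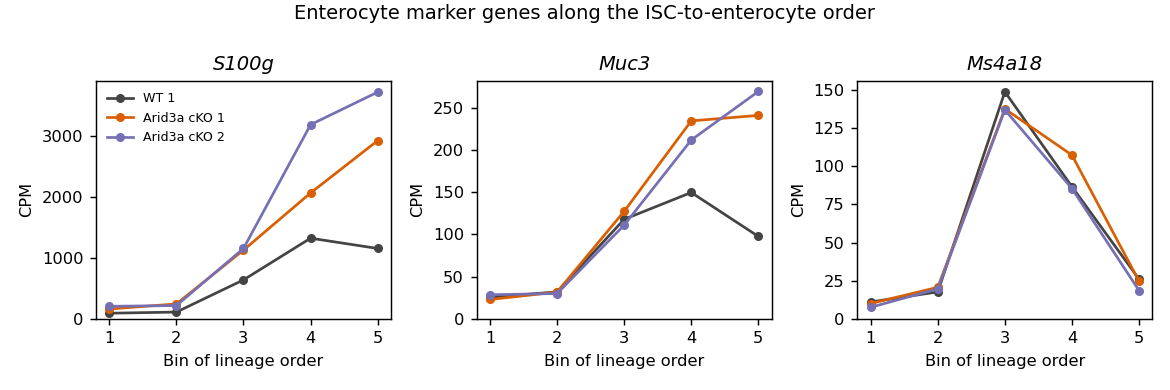
CPM of 3 enterocyte marker genes (y axis) in 5 equal bins of the order from ISC to enterocyte (x axis), 1 line per library. S100g is higher in both cKO libraries in every bin, while Ms4a18 follows the same course in all 3 libraries.

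Over all genes, 18 were separated in enterocytes (4 higher and 14 lower in the cKO libraries, of 4851 genes) and 11 in ISC and TA cells (1 higher and 10 lower, of 5603 genes). With Arid3a cKO 1 in the place of WT the same rule gave 1 and 3 genes, and with Arid3a cKO 2 it gave 0 and 2. The 100 simulated sets of unchanged libraries gave a mean of 0.6 genes in enterocytes (at most 3) and 5.1 in ISC and TA cells (at most 11), so the count in ISC and TA cells was within the simulated range. The log2 ratios of both cKO libraries share the WT library and so correlate without any effect. Across genes, which are not independent replicates, r was 0.836 in enterocytes against a simulated mean of 0.499, and 0.666 in ISC and TA cells against 0.504, the latter just above the highest simulated value of 0.664. The median log2 ratio of all tested genes was 0.01 in enterocytes and 0.02 in ISC and TA cells, with or without TMM scaling. At a log2 ratio of 0.5 the counts were 64 and 50.

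By the smaller of both log2 ratios, mt-Nd3 fell most in both classes; Gm28438 rose by nearly as much in enterocytes, while in ISC and TA cells Gip changed more than Gm28438. In enterocytes mt-Nd3 (ENSMUSG00000064360, mitochondrial genome, 9459 to 9806) was at 10.6, 13.0 and 358 CPM in Arid3a cKO 1, Arid3a cKO 2 and WT. Gm28438 (ENSMUSG00000101939, an unprocessed pseudogene on chromosome 1, 24612775 to 24613119) was at 118, 94.7 and 0.034 CPM, the last from 1 UMI. These loci are 99.71% identical over 345 bases, so reads of either could be counted at the other, and the Gm28438 level in the cKO libraries was well below the mt-Nd3 level in WT. Wdfy1 (39.8, 38.0 and 14.2 CPM), Mir6236 (96.8, 78.2 and 33.1 CPM) and Akp3 (52.6, 82.9 and 22.0 CPM) were the other enterocyte genes higher in both cKO libraries. The lower ones were led, after mt-Nd3, by Cd74 (53.7, 46.0 and 312 CPM), H2-Aa (10.9, 6.65 and 55.7 CPM), Hsph1 (15.05, 20.1 and 77.1 CPM) and Igtp (14.2, 9.40 and 52.4 CPM). In ISC and TA cells Gm28438 was the 1 gene higher, and after mt-Nd3 the lower ones were led by Gip (6.21, 2.78 and 177 CPM), Reg3b (28.6, 31.2 and 352 CPM), Chgb (11.1, 7.91 and 92.3 CPM) and Cd74 (69.7, 35.9 and 374 CPM). Of the Gip and Chgb UMIs of WT, 95.4% came from 6 cells.

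**Figure D5:**
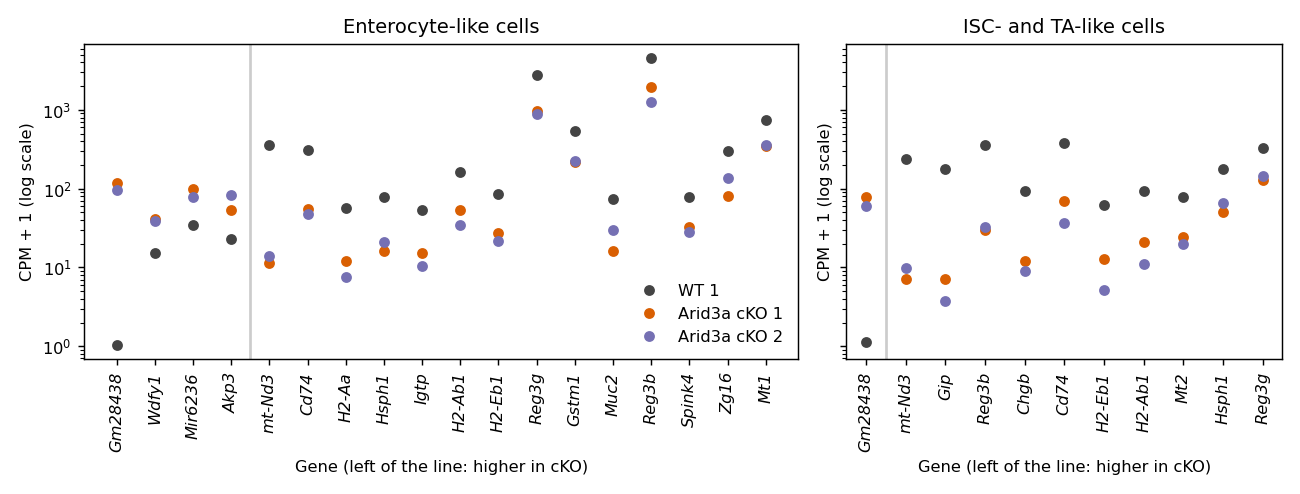
CPM + 1 on a log scale (y axis) of every separated gene (x axis) in enterocyte-like cells (left) and ISC- and TA-like cells (right), 1 point per library. Genes left of the line are higher in both cKO libraries; in enterocyte-like cells Gm28438 and mt-Nd3 stand farthest apart, in opposite directions.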

Values the study reported

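From its scRNA-seq the study reported 11 major cell clusters, and it described 5 enterocyte clusters.
It gave enterocytes as 51.3% of WT and 56% of Arid3a cKO cells. Secretory cells were 15.8% in WT and 12.4% in the mutant.
Among crypt cells the study placed 32.1% of WT and 38.5% of cKO cells in G1. For G2M the shares were 34.7% in WT and 32.4% in cKO, and for S phase 33.1% and 29.1%.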

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

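The removal of the 5% of cells with the highest doublet scores was chosen after the data were seen; all other alternatives were fixed before the data were examined. Over 17 results and 16 alternatives, 157 values were recomputed: 115 moved by less than the spread of the cKO libraries (for counts of genes, by at most 1.5 times), 40 moved by more and 2, both of the HNF median, reversed a direction that both cKO libraries shared. The ISC and TA shares and the villus tip median, for which the cKO libraries lay on either side of WT, also changed sign under some alternatives. As that spread comes from 2 libraries it can be very small by chance, and many of the moves are small in absolute terms. For shares, phases and Arid3a the value is the mean of both cKO libraries. Leaving out either library then always moves it by less than that spread. The 115 values include these, which say nothing about robustness. No paired analysis was possible because the groups share only 1 replicate number. Results with a test were not available, so nothing could gain or lose a call.

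The wider limit of 25% mitochondrial UMIs and 500 genes moved the enterocyte and secretory shares most. The enterocyte difference fell to 0.305 points and the secretory one to -1.43 points. It added 461 cells to Arid3a cKO 1, 600 to Arid3a cKO 2 and 836 to WT, counting named epithelial cells. Its largest cluster (1502 cells) had a median of 19.4% mitochondrial UMIs, was led by Gm26917 and Gm42418 rather than by enterocyte markers, and took its enterocyte-like name from 6 of 19 markers. Under the same limit the G1 difference was 8.20 points, the S difference -5.14 points, the lower villus median -0.02, the villus tip median -0.24, the HNF median -0.014 and the mean bin difference 0.087. The cause was not tested for these.

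The G1, S and G2M differences (12.1, -9.03 and -3.06 points) kept the sign of their mean under all alternatives tried, though without thinning the G2M difference of Arid3a cKO 2 alone was 0.116 points. Without thinning they were 7.43, -5.34 and -2.09 points, and over all epithelial cells 3.53, -1.46 and -2.07 points, where non-dividing enterocytes enter both the scoring and the denominator. Removal of Scrublet's doublets gave 10.5 points for G1 and -7.76 points for S. Without integration S was -7.08 and G2M -3.90 points, and without the 5% highest doublet scores S was -6.80 and G2M -5.12 points.

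For Arid3a a pseudocount of 1 CPM gave -1.04, as follows from a gene below the pseudocount. The enterocyte marker median rose to 0.53 with equally weighted clusters. The lower villus median was -0.14 without Scrublet's doublets, -0.15 at resolution 0.8, -0.17 without integration, -0.30 with equally weighted clusters and -0.15 without the highest doublet scores. The HNF median stayed within 0.05 of 0 in every alternative: -0.016 without Scrublet's doublets, -0.019 at resolution 0.8, -0.013 without integration and -0.025 at a pseudocount of 1 CPM, and it changed sign to 0.042 with equally weighted clusters and to 0.018 without the highest doublet scores. Its sign therefore carries no information. The mean bin difference was 0.068 without Scrublet's doublets, 0.092 without the highest doublet scores and 0.123 with 10 bins, whose unit is finer. At a log2 ratio of 0.5, 64 genes were separated in enterocytes (25 higher, 39 lower) and 50 in ISC and TA cells (20 higher, 30 lower).

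Leaving out either cKO library gave ranges from 0.29 to 0.36 for the enterocyte marker median, from -0.134 to -0.051 for the mid villus median, from -0.059 to 0.128 for the villus tip median, from -0.017 to -0.001 for the HNF median, from 22 to 24 genes separated in enterocytes and from 13 to 17 in ISC and TA cells, the latter being 17 when only Arid3a cKO 1 was compared with WT. The counts rise because 1 library has to pass instead of 2. The ISC difference went from -1.50 to 1.51 points and the TA difference from -1.94 to 0.278 points, so these have no direction. With the wider limit the TA difference was 0.475 points.

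Where resolution 0.8, no integration, Scrublet's removal or the reported genes in the clustering were used, a low-UMI group (with, in some, a mixed group) matched no class and stayed out of the denominator. At resolution 0.8 this was 1.92% of cells in Arid3a cKO 1, 4.19% in Arid3a cKO 2 and 4.82% in WT; the main setting places these cells in named clusters. Depth limits Arid3a, with 42 to 161 UMIs per library, and the Paneth-like cells, with 17 in Arid3a cKO 2. Some genes of the villus tip list had still fewer UMIs in enterocytes. In the order Arid3a cKO 1, Arid3a cKO 2, WT, Pmp22 had 4, 2 and 5 and Clca4a 23, 18 and 26.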

Other observations

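All tests in this part address patterns first seen in these data; those of the mitochondrial sequence variant and of the mitochondrial filter (including the share of cells removed) were chosen after much of what they measure had been seen, and that of a few goblet-like cells after the test of free goblet RNA. For the stress list and free goblet RNA, the rule that decides the outcome was changed after the values were seen, in both cases so that the question stays open. With 1 WT library, anything that set the WT mouse apart, including its cage, litter or day of preparation, cannot be separated from genotype.

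In every epithelial class, both cKO libraries had less mt-Nd3 than WT and UMIs of the pseudogene Gm28438, which was nearly absent from WT. The amounts do not balance: in enterocytes mt-Nd3 was at 358 CPM in WT and at 10.6 and 13.0 CPM in the cKO libraries, while Gm28438 reached 118 and 94.7 CPM there. Gm28438 held from 77.8% to 93.0% of the UMIs of this pair in every epithelial class of both cKO libraries, and at most 0.112% in any class of WT. The other 12 mitochondrial protein-coding genes had a median log2 ratio of -0.22, from -0.70 to 0.14, against -4.31 for mt-Nd3, which argues against a general fall of mitochondrial transcripts. The annotated sequences match at 344 of 345 bases, so a single base in the mitochondrial genome of the mice could send reads of 1 transcript to the other locus. That would account for only the part of the mt-Nd3 fall that reappears at Gm28438, and what became of the rest was not tested. A candidate explanation is that the WT mouse and both cKO mice carry different mitochondrial haplotypes, that is, different maternal lines. Reads were not analysed here, and the base itself was not seen. If this holds, other inherited differences may also lie between the groups, and genotype at Arid3a would not be the only one.

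Class II antigen-presentation genes (Cd74, H2-Aa, H2-Ab1, H2-Eb1) and Igtp were lower in both cKO libraries. Immune cells or their free RNA are an unlikely main source. Cd74 in WT differed 7.56-fold between the highest class (ISC, 397 CPM, 386 to 409) and the lowest (tuft-like, 52.5 CPM, 34.0 to 77.5). A Cd74 UMI was found in 93.2% of WT stem-like but 17.1% of WT tuft-like cells. The latter had a lower depth (0.297 of the median UMIs of their libraries). Some immune cells were present, as the wider mitochondrial limit gave a T cell cluster of 12 cells. Of these, 9 came from WT, 1 from Arid3a cKO 1 and 2 from Arid3a cKO 2. Whether any lay in the named classes under the main limits was not examined. A list of 17 other interferon-gamma genes, of which Ciita, H2-DMa and H2-DMb1 belong to the class II pathway itself, had a median log2 ratio of -0.58 in enterocytes over the 12 genes at 1 CPM or more, 11 of them lower in both cKO libraries, below all 10000 matched random lists. In ISC and TA cells the median was -0.52. The data are in line with a weaker interferon-gamma response in the epithelium of both cKO mice. Whether this follows from loss of Arid3a, from microbes or from the mouse line was not tested.

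The rise of S100g and Akp3 could reflect a more proximal piece of intestine. The study's methods name the proximal jejunum as the source of crypts, but not the exact piece taken from each mouse. Proximal genes (Pdx1, Onecut2, Gata4, Cybrd1, Slc40a1, Tmprss15) minus distal genes (Fabp6, Slc10a2, Slc51a, Slc51b, Fgf15, Cubn) differed in median log2 ratio by 0.19 in Arid3a cKO 1 and 0.72 in Arid3a cKO 2, a mean of 0.46. Taken over the mean ratio of each gene instead, the proximal median was 0.20, at percentile 99.52 of matched random lists (3 genes higher and 1 lower in both), and the distal median -0.16, at percentile 4.72 (3 lower in both). In ISC and TA cells they were 0.07 and -0.02, at percentiles 88.49 and 42.78. Taken per library there, the proximal median was 0.18 in Arid3a cKO 1 and 0.16 in Arid3a cKO 2. The distal median was -0.04 and -0.01. The signs in enterocytes are those that a more proximal piece would give. S100g rose in both, by 0.89 and 1.34, and Ada, by 1.95, only in Arid3a cKO 2. The region sampled and genotype cannot be told apart: 3 of the 6 distal genes were below 1 CPM, and an effect of Arid3a on such genes would look alike. Sex does not account for the difference: Y-linked genes summed to 85.3, 75.9 and 89.3 CPM in Arid3a cKO 1, Arid3a cKO 2 and WT, with Xist at 0.183, 0.086 and 0.351 CPM, as in 3 male mice.

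Within stem-like cells alone, the G1 share was 72.8% and 71.7% in the cKO libraries and 55.9% in WT (49.5 to 62.2%), a mean difference of 16.3 points. Only cells deep enough for thinning were scored. They were 301 of 440 in Arid3a cKO 1, 233 of 273 in Arid3a cKO 2 and 245 of 365 in WT. Among these cells, a different mix of the ISC and TA clusters is therefore unlikely to be the whole cause of the higher G1 share. A different make-up of the stem-like cluster stays open, as does the exclusion of shallow cells. At resolution 0.8 the larger stem-like cluster (470 cells) was led by Hells, Ung and Mcm3, with 1 stem marker among its top 50 genes. In the study, labelling of DNA synthesis (EdU) was largely unchanged at the crypt base and fell mostly in the upper crypt. The TA cluster is set apart by genes of dividing cells, so few of its cells could be in G1 (2.71%, 5.58% and 2.62%), and it cannot show a G1 difference. S and G2M were not compared within the clusters.

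The mitochondrial limit could shape the enterocyte difference, since it took most barcodes of each library and more from WT. Of the cells that passed only the wider limit, 81.1% in Arid3a cKO 1, 89.5% in Arid3a cKO 2 and 89.6% in WT (87.3 to 91.6%) were enterocyte-like. Among cells within the wider limit, the stricter limit removed 23.8% of enterocyte-like cells in Arid3a cKO 1 (21.7 to 25.9%), 38.7% in Arid3a cKO 2 (36.1 to 41.3%) and 43.6% in WT (41.3 to 46.0%). Of the other epithelial cells it removed 8.52%, 8.28% and 8.46%. Kept cells took their names from the main clustering and removed cells from that of the wider limit. Barcodes beyond the wider limit were not classed and are not counted. Between these limits WT thus lost the largest share of enterocyte-like cells, which goes with this explanation. The gap between the cKO libraries was larger than that between Arid3a cKO 2 and WT, and under the wider limit the largest cluster (1502 cells) took its enterocyte-like name from 6 of 19 markers, so the filter and the genotype cannot be told apart.

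Gip and Chgb, lower in ISC and TA cells of both cKO libraries, may come from a few enteroendocrine-like cells or doublets within the class: in WT 95.4% of their 6142 UMIs lay in 6 cells. Goblet genes (Muc2, Zg16, Spink4) were lower in enterocytes of both cKO libraries. The other 4 goblet markers had a median log2 ratio of -1.20 there, and 67.0% of all goblet marker UMIs of WT enterocytes lay in 10 of 968 cells, against 59.6% in 9 of 852 cells in Arid3a cKO 2 and 29.4% in 12 of 1200 cells in Arid3a cKO 1, so such a concentration is not peculiar to WT. The remaining enterocytes still carried 293 CPM of these markers in WT against 180 and 166 CPM. In ISC and TA cells 0 of the other 4 markers were lower in both cKO libraries and 1 was higher. Their median there was -0.21, at percentile 0.17, but -0.52 in Arid3a cKO 1 and 0.10 in Arid3a cKO 2. All goblet markers summed to 571 and 897 CPM against 1077 CPM in WT in ISC-like cells. In TA-like cells they summed to 734 and 992 CPM against 977 CPM. A few goblet-like cells may thus hold most of the goblet marker UMIs of enterocytes in WT and Arid3a cKO 2. The fall in the remaining enterocytes stays, and goblet-like cells, free RNA and expression cannot be told apart for it.

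Hsph1, Mt1 and Mt2 were lower in both cKO libraries, which could reflect stronger stress of WT cells during isolation. A list of 12 other heat shock and immediate early genes had a median log2 ratio of -0.072 in enterocytes, at percentile 2.37, with 4 genes lower and 4 higher in both cKO libraries. In ISC and TA cells the median was -0.13, at percentile 0.03, with 7 lower and 2 higher, while the medians of the single libraries were -0.08 and -0.06. In enterocytes the median was 0.23 in Arid3a cKO 1 and -0.24 in Arid3a cKO 2. The 4 lower genes in enterocytes were the heat shock genes Hspa8, Hsp90aa1, Hspe1 and Hspd1. The 4 higher ones were the immediate early genes Fos, Jun, Atf3 and Ier2. Hspa1a, Hspa1b, Dnajb1 and Egr1 differed in sign between the cKO libraries. As the list joins genes that moved in opposite directions, its median does not decide the question. Stress during isolation and a difference between the mice cannot be told apart.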
